# Quantitative Profiling of Oxylipins in Acute Experimental Intracerebral Hemorrhage

**DOI:** 10.3389/fnins.2020.00777

**Published:** 2020-09-23

**Authors:** Jun-Jie Yuan, Qiong Chen, Xiao-Yi Xiong, Qin Zhang, Qi Xie, Jia-Cheng Huang, Guo-Qiang Yang, Chang-Xiong Gong, Zhong-Ming Qiu, Hong-Fei Sang, Wen-Jie Zi, Qian He, Rui Xu, Qing-Wu Yang

**Keywords:** oxylipin, intracerebral hemorrhage, cyclooxygenase, lipoxygenase, cytochrome P450

## Abstract

Oxylipins are a series of bioactive lipid metabolites derived from polyunsaturated fatty acids that are involved in cerebral homeostasis and the development of intracerebral hemorrhage (ICH). However, comprehensive quantification of the oxylipin profile in ICH remains unknown. Therefore, an ICH mouse model was constructed and liquid chromatography tandem mass spectrometry was then performed to quantify the change in oxylipins in ICH. The expression of the oxylipin relative enzymes was also reanalyzed based on RNA-seq data from our constructed ICH dataset. A total of 58 oxylipins were quantifiable and the levels of 17 oxylipins increased while none decreased significantly in the first 3 days following ICH. The most commonly increased oxylipins in ICH were derived from AA (10/17) and EPA (4/17) followed by LA (2/17) and DHA (1/17). 18-HEPE from EPA was the only oxylipin that remained significantly increased from 0.5 to 3 days following ICH. Furthermore, 14 of the increased oxylipins reached a peak level on the first day of ICH, and soon decreased while five oxylipins (PGJ2, 15-oxo-ETE, 12-HEPE, 18-HEPE, and 5-oxo-ETE) had increased 3 days after ICH suggesting that the profile shifted with the progression of ICH. In our constructed RNA-seq dataset based on ICH rats, 90 oxylipin relative molecules were detected except for COX. Among these, *Cyp4f18, Cyp1b1, Cyp2d3, Cyp2e1, Cyp1a1, ALOX5AP*, and *PLA2g4a* were found up-regulated and *Cyp26b1* was found to decrease in ICH. In addition, there was no significant change in *sEH* in ICH. This study provides fundamental data on the profile of oxylipins and their enzymes in ICH. We found that the profile shifted as the progression of ICH and the metabolism of arachidonic acid and eicosapentaenoic acid was highly affected in ICH, which will help further studies explore the functions of oxylipins in ICH.

## Introduction

Oxylipins are polyunsaturated fatty acid (PUFAs) oxidation products formed via one or more mono- or dioxygen-dependent reactions (Gabbs et al., 2015). These PUFAs consist of arachidonic acid (AA), docosahexaenoic acid (DHA), eicosapentaenoic acid (EPA), linoleic acid (LA), and α-linolenic acid (ALA). Once liberated by cytosolic phospholipase A2 (cPLA2) from membrane phospholipids, free PUFAs can be metabolized to form oxylipins via auto-oxidation or enzymes including cyclooxygenase (COX), lipoxygenase (LOX), and cytochrome P450 (CYP)-soluble epoxide hydrolase (sEH) pathways (Caligiuri et al., 2017). Given their short half-time and low content, oxylipins are found all over the tissues and support the body’s homeostasis by regulating many important physiological processes such as inflammation, blood coagulation, and vascular function (Nayeem, 2018).

Arachidonic acid and DHA are the major PUFAs in the brain, nevertheless the profile of oxylipins does not completely reflect the constitutions of PUFAs, but also depends on the oxygenases available and the oxygenases’ affinity for a specific substrate PUFAs (Gabbs et al., 2015). Nearly half of the oxylipins in the brain are derived from AA, while less than 20% of oxylipins are produced from DHA which accounts for 40% of total PUFAs (Ferdouse et al., 2019). Thus comprehensive analysis of the oxylipin profile is necessary to clarify the constitutions and possible functions of oxylipins in the brain. There is also research focusing on some oxylipins or oxylipin related enzymes such as COX and 5/12/15-LOX which in acute experimental ICH model indicates that oxylipins are important regulatory factors of ICH (Wu et al., 2011; Rosso et al., 2014; Xu et al., 2017; Karuppagounder et al., 2018; Han et al., 2019). However, the specific profile of oxylipins and the overall expression pattern of their relative enzymes in ICH has not been fully discovered yet. On the other hand, different from ischemia stroke which shows masses of PUFAs released from brain parenchyma, erythrocytes entering the brain during ICH will be gradually lysed releasing substantial cell membrane for further metabolism. The constitution of PUFAs in blood is quite different with the brain, which may specifically affect the metabolism of certain oxylipins in ICH.

In order to comprehensively quantify the profile of oxylipins in ICH, we constructed an ICH mouse model using autologous blood injection and the tissues around hematoma were collected in the acute phase of ICH. The concentrations of oxylipins were then detected via liquid chromatography tandem mass spectrometry (LC/MS). On the other hand, the mRNA levels of oxylipin relative enzymes were also reanalyzed based on our previously constructed RNA-sequence (RNA-seq) library of ICH. We found that the profile of oxylipins shifted as the progression of ICH and the metabolism of AA and EPA was highly affected in ICH. This study extends our understanding of the change in oxylipin profile and their enzymes in ICH, which will help explore the functions of oxylipins in ICH.

## Materials and Methods

### Animals

As showed in the flow chart of the present study, a total of 40 mice were used for oxylipins detection (Figure 1). C57BL/6 mice (male, 8-week-old, 20-24g) were purchased from the Animal Center of the Army Medical University (Chongqing, China). The mice were raised in the specific pathogen-free grade environment with 12 h light/12 h dark cycle and given ad libitum access to food and water. All procedures and animal experiments were approved and conducted in accordance with the Animal Ethics Committee of the Army Medical University.

**FIGURE 1:**
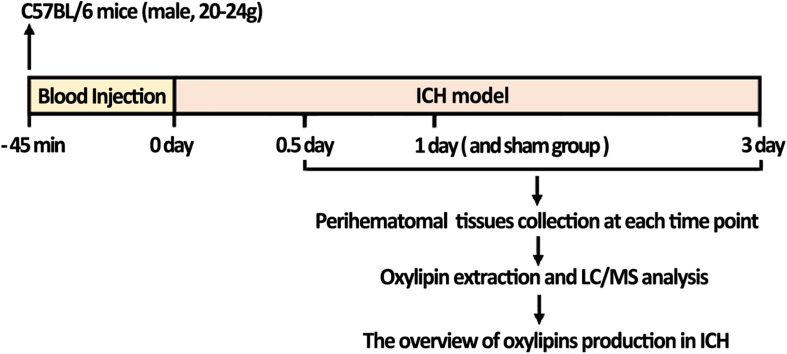
The flow chart of the study; ICH mice were constructed and collected 0.5, 1, and 3 days after ICH. LC-MS/MS analysis was then performed to quantify the change of oxylipins in the brain. Mice injected with saline and collected after 1 day were used as the sham control.

### ICH Model

The ICH model was conducted according to our previously developed method (Yuan et al., 2019). Briefly, mice were immobilized on the stereotaxic apparatus (RWD Life Science Co, Shenzhen, China) after being anesthetized with 3% isoflurane for induction and 1.5% for maintenance. Whole blood (20 μl) without anticoagulant was obtained from its tail and then injected into the left striatum (0.8 mm anterior and 2 mm lateral of bregma, at a depth of 3.5 mm) using a syringe pump (Hamilton, Bonaduz, AG) at 2.0 μl/min. The microinjector was detained for 10 min. The sham group was injected with 20 μl saline using the same procedures. Unsuccessful ICH models that were asymptomatic or dead were excluded from this study. Perihematomal cerebral tissues were collected for oxylipins quantification at 0.5, 1, and 3 days after ICH or 1 day after saline injection.

### Oxylipin Extraction

Oxylipin extraction was performed according to the previously developed method (Ostermann et al., 2015; Sun et al., 2019). Ultra-performance liquid chromatography (UPLC)-grade methanol, acetonitrile, acetic acid, isopropanol, hydrochloric acid (HCl), menthyl formate, n-hexane, and water were purchased from Merck (Darmstadt, GER) and the standard samples of all oxylipins were purchased from Cayman (Michigan, United States). Every 100 mg of brain tissue was homogenized with 2ml of 4°C methanol solution. After 5 min of vortex, the sample was laced for protein precipitation at low temperature. Twenty microliter of 1 μM internal standard mixture was added to each sample and centrifuged at 5000 rpm for 10 min. Supernatants were taken and dried within nitrogen. Eight milliliter of 10% methanol water was used as a dissolvent and the pH (3.5) was adjusted using 0.2 mol/l HCl. The solid phase extraction column (SepPak tC18 SPE, 6 ml, 500 mg, 37–55 μm particle, waters) was equilibrated by 5 ml methanol followed by 5 ml water. Samples with appropriate pH were then transferred to the prepared solid phase extraction column. The column was rinsed with 4 ml water followed by 5 ml n-hexane. Elution was performed using 10ml menthyl formate and the eluates were collected. Eluates were blown dry with nitrogen, then reconstituted with 200 μl methanol-water (v:v = 1:1) for 30 s, and the supernatants were then available for oxylipins analysis.

### Liquid Chromatography and Mass Spectrometry

Liquid chromatography tandem mass spectrometry was performed according to the previously developed method (Willenberg et al., 2015). Briefly, the sample extracts were analyzed using an LC-ESI-MS/MS system (UPLC, Shim-pack UFLC SHIMADZU CBM A system, https://www.shimadzu.com/; MS, QTRAP^®^ 6500+ System, https://sciex.com/). The analytical conditions were as follows, UPLC: column, ACQUITY UPLC HSS T3 (1.8 μm, 2.1 mm × 100 mm); solvent system, A: acetonitrile/water (60/40V,0.02% acetic acid), B: acetonitrile / isopropanol (50/50 V); gradient program, A/B (99.9:0.1 V/V) at 0 min, 70:30 V/V at 2.0 min, 50:50 V/V at 4 min, 1:99 V/V at 5.5 min, 1:99 V/V at 6.0 min; 99.9:0.1 V/V at 7.0 min; stop at 10.0 min; flow rate: 0.40 ml/min; temperature: 40°C; injection volume: 10 μl. The effluent was alternatively connected to an ESI-triple quadrupole-linear ion trap (QTRAP)-MS. LIT and triple quadrupole (QQQ) scans were acquired on a triple quadrupole-linear ion trap mass spectrometer (QTRAP), QTRAP^®^ 6500+ LC-MS/MS System, equipped with an ESI Turbo Ion-Spray interface, operating in negative ion mode and controlled by Analyst 1.6.3 software (Sciex). The ESI source operation parameters were as follows: ion source, turbo spray; source temperature 550°C; Multiple reaction monitoring (MRM) scan, negative ion mode; EPI scan range: *m*/*z*: 50–640; scan speed: 1000 da/s; curtain gas, ion source gas 1 and ion source gas 2 were delivered at 35, 40, and 40 psi, respectively. These jobs were completed with the help of the Wuhan Metware Biotechnology Co. Ltd. (Wuhan, China).

### Statistical Analysis

Unsupervised principal component analysis (PCA) was performed by R. The cluster analysis results of metabolites were presented as heatmaps. Differential analysis was performed to compare the content of the 0.5, 1, and 3 days ICH groups to the sham group using Orthogonal projections to latent structures (OPLS-DA) by metaboanalyst software and the Mann-Whitney test. Variable importance in projection (VIP) values were extracted from OPLS-DA results, which also contained score plots and permutation plots, generated using the R package. Significantly produced metabolites between groups were determined by VIP ≥ 1, *p* < 0.05 using the Mann–Whitney U test and absolute Log_2_FC ≥ 1 or ≤0.5 (Sun et al., 2019). The identified metabolites were annotated using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database, and the annotated metabolites were then mapped to the KEGG pathway database. Pathways with significantly produced metabolites were then fed into metabolite sets enrichment analysis, the significance of which was determined by the *p*-value.

### RNA-Seq Dataset Processing

The RNA-seq dataset was previously constructed and based on 13-month and 22-month-old SD rats using the contralateral hemisphere as control at 3 days after ICH. To analyze the expression of oxylipins relative enzymes in ICH, all of the cPLA2, COX, LOX, CYP, and sEH were first selected. Their raw DNA reads were first discarded if there were more than 2-N base reads, clipping adaptor, low quality bases (less than 20), and too short (less than 16 nt) using the Cutadapt software according to a previous study (Kechin et al., 2017). After that, the reads were compared to the Rattus norvegicus genome sequences (Rnor 6.0) and annotation file (Rnor 6.0.82) from the Ensembl database^1^. After, the reads were aligned to the rat genome using TopHat2 according to a previous study with an end-to-end method allowing two mismatches (Kim et al., 2013). The aligned DNA reads with more than one genomic localization were also discarded and the uniquely localized reads were calculated for the read number and RPKM value (The reads per kilobase and per million). We then obtained the gene coverage and depth, read distribution around transcription starting sites, and transcription terminal sites. After attaining the level of gene expression in all samples, we also obtained the differentially expressed genes (DEGs) using edgeR, one of the R packages, according to a previous study which compared the adjacent time point samples to investigate the genes that were regulated by aging or by comparing the treated and normal ICH samples at the same time points (Robinson et al., 2010). For each gene, we also obtained the p-value according to the model of the negative binomial distribution and estimated the fold change using this package when *p*-value < 0.01 and 2-fold changes (Log_2_FC > 1) were reached.

## Results

### Oxylipin Profile in the Acute Phase of Intracerebral Hemorrhage

To gain better insight into the full spectrum of oxylipins alterations initiated by ICH at the molecular level, LC/MS was performed on the brain samples obtained from mice sacrificed at 0.5, 1, and 3 days following ICH and 1 day after saline injection for the sham group (Figure 1). In this study, 58 oxylipins were quantifiable in the brain (Figure 2A and Supplementary Table S1). Consistent with other studies on the profile of cerebral oxylipins, nearly half of oxylipins were derived from AA (48.3%). EPA derived oxylipins ranked second (13.8%), followed by DHA (12.1%), LA (10.3%), DGLA (8.6%), α-LA (3.5%), and γ-LA (3.5%) (Figure 2A). Based on the assessment of PCA, the profile of oxylipins in ICH was shifted compared to the sham group, and the differences in 1 day seemed to be the biggest, while the profile at 3 days was largely overlapped with the sham group (Figure 2B). Further OPLS-DA analysis showed that the levels of 17 oxylipins were increased and none were significantly decreased in ICH (Table 1). Most of the increased oxylipins in ICH were derived from AA (10/17) and EPA (4/17), followed by LA (13-oxoODE; 9,10-EpOME) and DHA (16,17-EpDPE) (Table 1). With respect to oxylipins’ patterns, 4 out of 8 oxylipins from EPA and 10 out of 28 oxylipins from AA were found increased in the acute phase of ICH indicating that the metabolism of AA and EPA was highly affected in ICH (Figure 2A).

**FIGURE 2:**
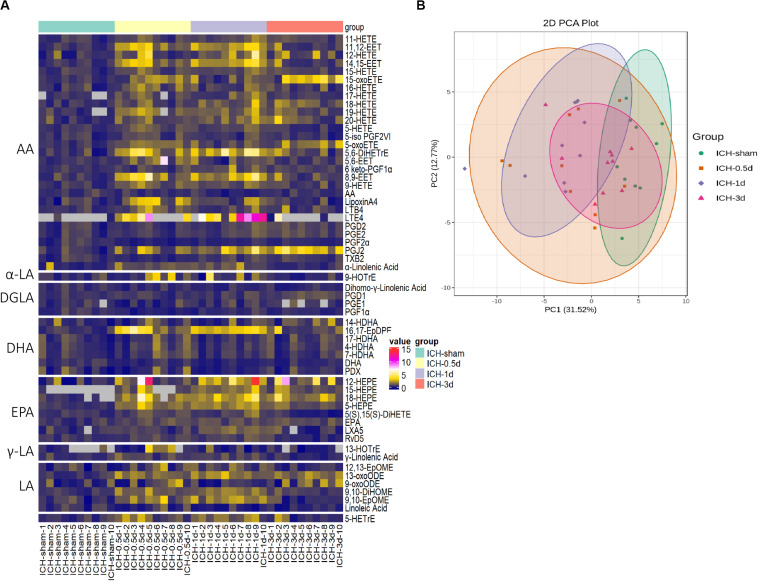
The profile of oxylipins in the acute phase of ICH. **(A)** The hierarchical cluster of the heat map shows the profile of oxylipins in ICH (*n* = 10). **(B)** Principal component analysis (PCA) of the oxylipins in four groups (*n* = 10).

**TABLE 1:** Up-regulated oxylipins in the acute phase of ICH.

**Oxylipin**	**Sham**	**ICH 0.5 day**				**ICH 1 day**				**ICH 3 days**			
	**Content (nmol/g)**	**Content (nmol/g)**	**VIP**	***p*-value**	**log_2_ FC**	**Content (nmol/g)**	**VIP**	***p*-value**	**log_2_ FC**	**Content (nmol/g)**	**VIP**	***p*-value**	**log_2_ FC**
**AA**													
LTE4	0.022 ± 0.011	0.104 ± 0.049	0.97	N/A	2.24	0.155 ± 0.089*	1.41	N/A	2.81	0.053 ± 0.069	0.32	N/A	1.27
5,6-DiHETrE	0.004 ± 0.002	0.010 ± 0.005*	1.44	0.00	1.48	0.013 ± 0.005*	1.46	0.00	1.84	0.006 ± 0.003	0.99	0.03	0.71
8,9-EET	0.021 ± 0.007	0.062 ± 0.032*	1.51	0.00	1.56	0.062 ± 0.023*	1.55	0.00	1.56	0.030 ± 0.013	1.11	0.08	0.51
14,15-EET	0.071 ± 0.018	0.171 ± 0.063*	1.50	0.00	1.26	0.204 ± 0.051*	1.60	0.00	1.51	0.094 ± 0.048	0.70	0.19	0.39
11,12-EET	0.054 ± 0.013	0.133 ± 0.048*	1.53	0.00	1.30	0.148 ± 0.035*	1.59	0.00	1.45	0.070 ± 0.033	0.75	0.19	0.37
PGJ2	1.159 ± 0.458	2.257 ± 1.039	1.01	0.01	0.96	3.033 ± 1.343*	1.31	0.00	1.39	3.845 ± 1.086*	1.91	0.00	1.73
12-HETE	3.685 ± 2.032	6.344 ± 4.513	0.99	0.11	0.78	8.100 ± 5.020*	1.22	0.02	1.14	6.100 ± 3.300	1.12	0.07	0.73
LipoxinA4	0.003 ± 0.001	0.006 ± 0.003*	1.11	0.00	1.25	0.004 ± 0.002	0.74	0.04	0.66	0.003 ± 0.001	0.04	0.85	0.05
15-oxoETE	0.048 ± 0.011	0.096 ± 0.033	1.30	0.00	0.99	0.071 ± 0.035	0.62	0.07	0.56	0.148 ± 0.061*	1.73	0.00	1.61
5-oxoETE	0.101 ± 0.024	0.184 ± 0.033	1.53	0.00	0.87	0.140 ± 0.044	0.86	0.03	0.48	0.209 ± 0.078*	1.68	0.00	1.06
**EPA**													
12-HEPE	0.079 ± 0.061	0.256 ± 0.303	1.20	0.10	1.69	0.308 ± 0.290*	1.37	0.04	1.96	0.236 ± 0.193*	1.39	0.03	1.58
18-HEPE	0.004 ± 0.001	0.012 ± 0.006*	1.00	0.01	1.46	0.012 ± 0.005*	1.24	0.00	1.52	0.010 ± 0.005*	1.62	0.00	1.30
5-HEPE	0.005 ± 0.001	0.011 ± 0.003*	1.67	0.00	1.09	0.012 ± 0.002*	1.64	0.00	1.18	0.008 ± 0.002	1.69	0.00	0.63
15-HEPE	0.003^*a*^	0.005 ± 0.002	1.20	N/A	0.88	0.005 ± 0.001*	1.57	N/A	1.01	0.004 ± 0.002	2.04	N/A	0.70
**DHA**													
16,17-EpDPE	0.030 ± 0.008	0.092 ± 0.046*	1.48	0.00	1.62	0.098 ± 0.012*	1.63	0.00	1.71	0.048 ± 0.028	1.06	0.07	0.68
**LA**													
13-oxoODE	0.010 ± 0.003	0.018 ± 0.004	1.48	0.00	0.96	0.020 ± 0.005*	1.40	0.00	1.11	0.019 ± 0.004	1.72	0.00	0.98
9,10-EpOME	0.004 ± 0.002	0.009 ± 0.003	1.16	0.00	0.98	0.010 ± 0.003*	1.23	0.00	1.21	0.004 ± 0.002	0.01	0.84	−0.06

Data present mean ± SD. ^*a*^The content in some samples was below the detection limit leading to an error on SD calculation. *vs Sham group, VIP ≥ 1, *p* < 0.05 using the Mann–Whitney U test and Log_2_FC ≥ 1. VIP values were calculated by an OPLS-DA model using the metaboanalyst software.

Among the increased oxylipins in ICH, LTE4, 5,6-DiHETrE, PGJ2, 5-oxoETE, and 8,9-EET were the top five metabolites that increased most from AA in ICH (Figure 3A); 12-HETE, an important effector of AA, also showed an increased trend in ICH and was significant increased 1 day following ICH (Figure 3A); 18-HEPE belonging to EPA was increased throughout the whole acute phase of ICH (Figure 3B); 16,17-EpDPE, the only increased DHA derived oxylipin returned to normal 3 days after ICH (Supplementary Figure S1A).

**FIGURE 3:**
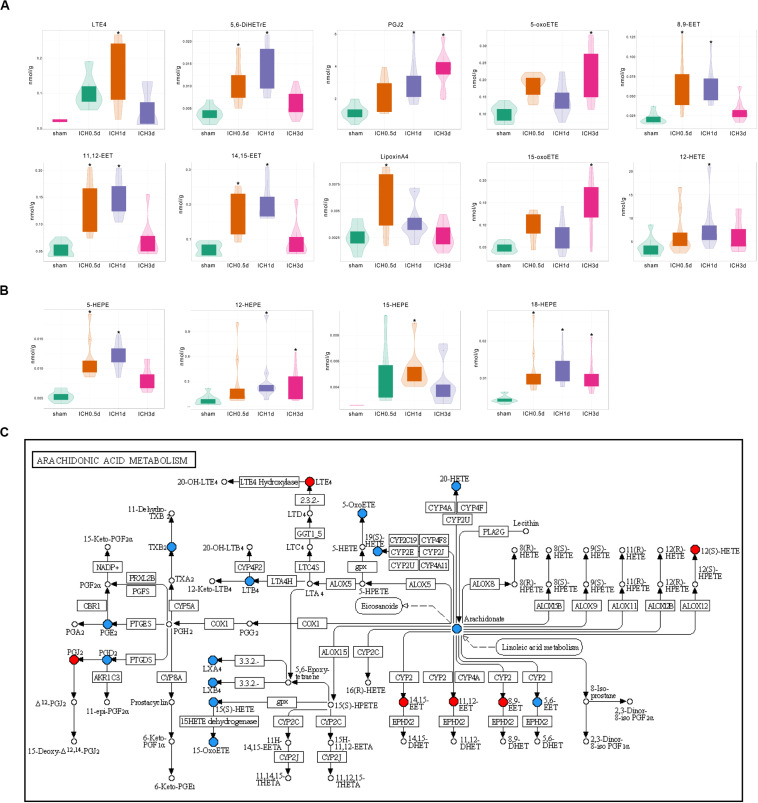
Differential production of oxylpins in ICH. **(A)** Violin plots show the increase in oxylipins from AA in ICH (* vs Sham group, VIP ≥ 1, *p* < 0.05 using the Mann–Whitney U test and Log_2_FC ≥ 1, *n* = 10); **(B)** Violin plots show the increase in oxylipins from EPA in ICH (* vs Sham group, VIP ≥ 1 *p* < 0.05 using the Mann–Whitney U test and Log_2_FC ≥ 1, *n* = 10); **(C)** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of the identified differential oxylipins from AA at 1 day after ICH. Red indicates a significant increase in oxylipin; blue indicates that the oxylipin was detected but did not change significantly compared to the sham group and white indicates that the oxylipin was not quantitative in the brain.

Furthermore, the profile of oxylipins shifted with the progression of ICH. Eight of 17 increased oxylipins had already increased 0.5 day after the injection of blood and kept increasing to 14 after 1 day, but these oxylipins went back to normal rapidly with only 5 metabolites that were increased 3 days after ICH, which matched the trends seen in PCA (Table 1). Defined by the fold change, 12-HEPE, 16,17-EpDPE, 8,9-EET, 5,6-DiHETrE, and 18-HEPE were the top five metabolites that increased most in the ICH 0.5 day group and they kept increasing 1 day after ICH with LTE4 ranked first (Table 1). However, PGJ2, 15-oxo-ETE, 12-HEPE, 18-HEPE, and 5-oxo-ETE were the only oxylipins that increased 3 day after ICH suggesting that the profile of oxylipin at 3 days after ICH was different with the former (Table 1).

Further KEGG analysis provided clues regarding the causes of changes in the oxylipin profile. The KEGG pathway of AA metabolism at 0.5 and 1 days after ICH revealed that most of the increased oxylipins were produced by CYP and LOX (Figure 3C and Supplementary Figure S1B). Oxylipins produced by COX were more predominant 3 days after ICH, suggesting that the activation of COX might be slower than the CYP and LOX pathways (Supplementary Figure S1C). Other oxylipins also showed similar characteristics. Unlike LOX that was activated through the whole experiment, most products of CYP including 16,17-EpDPE from DHA and 9,10-EpOME from LA returned to normal at 3 days after ICH. These results might hint that the profile of oxylipins in ICH might relate to the activation and selectivity of their enzymes.

### The Expression of Oxylipin Relative Enzymes in ICH

The RNA-seq dataset was previously constructed and was based on 13-month and 22-month-old SD rats at 3 days after ICH, which corresponded with the common age of ICH. 

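RNA-seq was available for 12 samples, 3 from each of 4 groups: the contralateral and the ICH hemisphere of 13-month and of 22-month-old rats, 3 days after ICH. The sample labels give the older group as 21 months, and the age stated in the paper is used here. The authors trimmed the reads with Cutadapt, aligned them with TopHat2 to the Ensembl rat genome, discarded reads with more than one genomic location and deposited the number of uniquely located reads on each gene, without normalization, together with values scaled by gene length and library size (FPKM). Discarding reads with several locations lowers the counts of near-identical genes, which are frequent among the CYP families. Between 21060355 and 41262330 reads per sample were counted on genes. The median was 26211415 reads in the 13-month contralateral group, 28182156 in the 13-month ICH group, 26150365 in the 22-month contralateral group and 27612422 in the 22-month ICH group. The largest library was 22-month contralateral replicate 2. At these depths, 3 reads correspond to between 0.073 and 0.142 CPM (counts scaled to library size), and this floor covers counting error only.
From the counts, 19061 genes with at least 10 reads summed over the 12 samples were normalized by edgeR's TMM method and fitted in one model with the 4 groups. ICH was compared with the contralateral hemisphere at each age by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. No gene had an adjusted p under 0.05 at 13 months or at 22 months, where 4010 and 1396 genes had an unadjusted p under 0.05. The paper's threshold, an unadjusted p under 0.01 with an absolute log2 fold change above 1, was passed by 888 genes at 13 months, 843 of them higher in ICH, and by 337 genes at 22 months, 332 of them higher. Averaged over both ages, 1036 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 950 of them higher in ICH. This number was not stable: with 1 sample left out in turn it lay between 0 and 2940. It was 0 in 9 of the 12 fits, where between 3475 and 5189 genes had an unadjusted p under 0.05. The smallest adjusted p in these 9 fits lay between 0.0729 and 0.111. With DESeq2 in place of edgeR, the genes with an adjusted p under 0.05 numbered 1485 at 13 months and 186 at 22 months.
Each ICH sample shares its replicate number with one contralateral sample. The labels name no animals, so counts of rats here assume that same-numbered samples of an age come from the same rat. The deviations of same-numbered samples from their group means correlated with a mean r of 0.232 across 14462 genes. These r lay between 0.076, in 13-month replicate 2, and 0.381. For the differently numbered 13-month contralateral replicate 1 and ICH replicate 2, r was 0.077. With the replicate number as a block, 0 genes had an adjusted p under 0.05 at either age (3967 at 13 months and 1502 at 22 months at an unadjusted p under 0.05), and 1069 genes did averaged over both ages.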

A total of 90 oxylipin relative molecules were quantifiable in the brain except for COX (Figure 4A). 

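The heat map of Figure 4A names 84 genes of the deposited table, 61 CYP, 9 LOX, 4 EPHX and 10 PLA2 genes. All 84 had at least 1 read in the 12 samples, 65 had at least 10 reads in total, and 42 reached 1 CPM in at least 3 samples. Reads of 7 genes occurred in a single sample. The 2 COX genes were also counted. Ptgs1 (ENSRNOG00000007415, chromosome 3) had between 215 and 439 reads per sample and Ptgs2 (chromosome 13) between 409 and 1423. After TMM normalization, Ptgs1 was at 10.7 ± 1.22 CPM (SD, n = 3) in the 13-month contralateral hemisphere and at 14.5 ± 1.19 in the ICH hemisphere, and at 10.5 ± 1.36 and 12.3 ± 1.57 at 22 months. Its log2 fold change averaged over both ages was 0.34 (standard error 0.12, adjusted p = 0.112, edgeR's quasi-likelihood test), with higher values in the ICH hemisphere of 5 of the 6 rats. For Ptgs2 the log2 fold change was -0.24 (standard error 0.32, adjusted p = 0.679, same test), and 3 of the 6 rats were higher. Together with COX the list has 86 genes, of which 67 had enough reads to be tested.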

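Across the 67 oxylipin-related genes tested, the log2 fold changes of ICH against the contralateral hemisphere at 13 and at 22 months correlated with Pearson's r = 0.505 and Spearman's rho = 0.626, and 51 of the genes changed in the same direction. This correlation is across genes, which are not independent replicates. Among 10000 random lists of the same size matched on mean expression, the median r was 0.498, which places the enzyme list at percentile 51.4. With the low-count filter of edgeR's filterByExpr, r was 0.766. The difference in ICH effect between ages was tested as an interaction, in which 0 of the 19061 genes and 0 of the 67 enzymes had an adjusted p under 0.05 (299 genes and 1 enzyme at an unadjusted p under 0.05).
Of the 44 CYP genes tested, 1 passed the paper's threshold at 13 months (Cyp26b1) and 1 at 22 months (Cyp2e1). Of the 23 genes of the other classes, 1 passed at 13 months (Pla2g4a) and 0 at 22 months. These counts are from edgeR's quasi-likelihood test and are too small for a test of the shares to tell the classes apart. The paper names edgeR but not which of its tests was used. With edgeR's classic exact test, 4 enzymes passed the threshold at 13 months and 3 at 22 months. With a common dispersion, chosen after seeing the values, 8 and 9 passed, among them all those the paper shows. The median absolute log2 fold change at 13 months was 0.67 for CYP, 0.40 for LOX and 0.80 for PLA2 genes. At 22 months it was 0.40, 1.06 and 0.32. The LOX and PLA2 medians rest on 8 and 9 genes. Genes with few reads can enlarge such medians, as Alox12b (30 reads in all, 1.77) and Alox15b (23 reads in all, -1.63) may at 22 months. The medians therefore do not rank the classes. Averaged over both ages, 6 enzymes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, whether the adjustment covered all genes or the 67 enzymes alone. These were Cyp1b1, Cyp7b1, Cyp26b1, Alox5ap, Pla2g4a and Pla2g4e. With the adjustment over all genes, none of them passed in 9 of the 12 fits that left out 1 sample. With the replicate number as a block, Cyp1b1 had an adjusted p of 0.0855 in the same test.

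**Figure D1:**
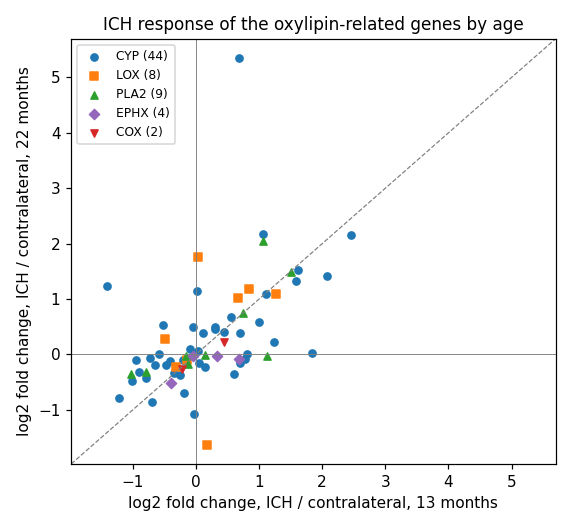
Each point is 1 of the 67 genes, with its log2 fold change of ICH against the contralateral hemisphere at 13 months (horizontal) and at 22 months (vertical), and the marker gives the enzyme class. The dashed line marks equal change at both ages, and the CYP gene far above it is Cyp2e1.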

The expression patterns of oxylipins relative enzymes were extremely similar in both the 13-month and 22-month-old ICH group and CYP was the most affected by ICH (Figure 4A). Among these, *Cyp4f18, Cyp1b1*, and *Cyp2d3* was found up-regulated in both the 13-month and 22-month groups after ICH, except that *Cyp2e1* was mainly increased in the 22-month group and *Cyp1a1* was mainly increased in the younger group (Figure 4B). 

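Adjusted p-values here are from edgeR's quasi-likelihood test. Cyp4f18 (chromosome 16) rose from 0.210 ± 0.285 CPM (SD, n = 3) in the contralateral to 1.18 ± 1.34 in the ICH hemisphere at 13 months and from 0.158 ± 0.0938 to 0.675 ± 1.02 at 22 months. The log2 fold changes were 2.46 (standard error 1.50, adjusted p = 0.373) and 2.15 (standard error 1.56, adjusted p = 0.828). Of the 6 rats, 3 had higher values in the ICH hemisphere, and without 22-month ICH replicate 1, which had 51 reads, the 22-month value was -0.67. The 13-month value lay between 1.043 and 4.657 with 1 sample left out in turn. Cyp1b1 (chromosome 6) was higher in 5 of the 6 rats. Its log2 fold changes were 1.62 (standard error 0.57, adjusted p = 0.151) and 1.52 (standard error 0.57, adjusted p = 0.58), and the average over both ages was 1.57 (adjusted p = 0.0476). With the replicate number as a block the average was 1.33 (adjusted p = 0.0855; 0.00212 to 0.13 over the alternatives).
Cyp2d3 (chromosome 7) had between 0 and 4 reads in both hemispheres of 13-month replicates 2 and 3, so its 13-month change rested on replicate 1, with 135 reads in the contralateral and 433 in the ICH hemisphere. At 22 months it was at 2.92 ± 0.290 CPM (SD, n = 3) and 7.34 ± 4.01. Its log2 fold changes were 1.59 (standard error 1.70) and 1.33 (standard error 1.66). The ICH side was clearly higher in 3 of the 6 rats; in 13-month replicates 2 and 3 the reads are too few to compare, and 22-month replicate 2 differed by 0.008 on the log2(CPM + 0.5) scale. With the replicate block the average change was 1.41 (adjusted p = 0.0466 against 0.482 without it, and up to 0.621 over the alternatives). Reads that also match a near-identical Cyp2d gene are missing from its counts, since reads with more than one location were discarded.
Cyp2e1 (chromosome 1) had 47 reads in 22-month ICH replicate 1 and 9 reads in the other 11 samples together. The fitted 22-month log2 fold change was 5.35 (standard error 1.57, adjusted p = 0.521). Since every 22-month contralateral sample was under the floor of 3 reads, the mean in ICH was at least 5.72-fold higher. At 13 months all samples were under this floor. The difference between ages was not significant (interaction adjusted p = 1). Cyp1a1 (chromosome 8) had at most 14 reads in any sample. Its log2 fold changes were 2.08 (standard error 0.89, adjusted p = 0.214) at 13 months and 1.42 (standard error 0.85, adjusted p = 0.787) at 22 months, a difference of -0.66 (standard error 1.23, interaction adjusted p = 1). The paper compared the ICH with the contralateral hemisphere by edgeR at each age, took the enzymes past its threshold as changed (Figure 4B), and states from these which CYP members responded at each age.

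**Figure D2:**
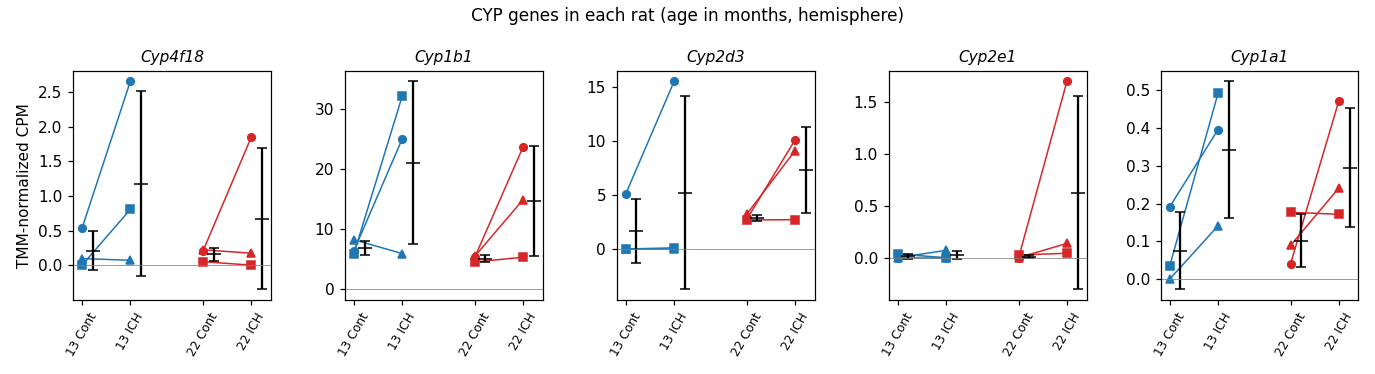
TMM-normalized CPM in the contralateral (Cont) and ICH hemisphere at 13 and 22 months. Lines join samples with the same replicate number (circle 1, square 2, triangle 3), and black bars give the mean and SD of 3 samples; the Cyp2e1 increase comes from 1 sample with 47 reads.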

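Cyp26b1 (ENSRNOG00000015076, chromosome 4), a retinoic acid hydroxylase of the CYP family, was at 25.7 ± 3.98 CPM (SD, n = 3) in the contralateral and 11.1 ± 3.25 in the ICH hemisphere at 13 months, and at 27.2 ± 7.89 and 15.7 ± 2.75 at 22 months. Its log2 fold change was -1.21 (standard error 0.26, adjusted p = 0.117 from edgeR's quasi-likelihood test) at 13 months and -0.79 (standard error 0.26, adjusted p = 0.526) at 22 months. Adjusted over the 67 enzymes alone, these p-values were 0.0373 and 0.171 in the same test. The ICH hemisphere was lower in all 6 rats (exact two-sided sign-flip test, at the smallest p that 6 rats allow), and the average over both ages was -1.002 (standard error 0.18) with an adjusted p under 0.05, or 0.0257 with the replicate block (2.65e-05 to 0.111 over the alternatives). In 22-month replicate 2 the difference was only -0.085 on the log2(CPM + 0.5) scale. With 1 sample left out in turn the 13-month value stayed between -1.48 and -1.07 and the 22-month value between -0.99 and -0.55. The difference between the 2 ages was 0.43 (standard error 0.36, interaction adjusted p = 1).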

*Cyp26b1* was found to have a decreased trend in ICH and was more pronounced in the younger group (Figure 4B). In the cluster of LOX, *ALOX5AP* was showed to have two times up-regulated and *PLA2g4a* was the only cPLA2 that kept increased in ICH (Figure 4B). In addition, there was no significant change of *sEH* in ICH (Figure 4A).

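Alox5ap (ENSRNOG00000000907, chromosome 12) rose from 5.47 ± 1.09 to 13.3 ± 6.74 CPM (SD, n = 3) at 13 months and from 3.93 ± 0.327 to 8.43 ± 4.44 at 22 months. The log2 fold changes were 1.28 (standard error 0.42, adjusted p = 0.134 from edgeR's quasi-likelihood test) and 1.099 (standard error 0.42, adjusted p = 0.587). They lay between 0.836 and 1.590 and between 0.615 and 1.394 with 1 sample left out in turn. All 6 rats were higher in the ICH hemisphere (exact two-sided sign-flip test, at the smallest p that 6 rats allow), and the average over both ages was 1.19 (adjusted p = 0.0441, or 0.0433 with the replicate block; 0.00304 to 0.122 over the alternatives). In 22-month replicate 2 the Alox5ap difference was only 0.085 on the log2(CPM + 0.5) scale. Alox5 was at 0.84 (adjusted p = 0.168) and Alox12 at 1.01 (adjusted p = 0.137) averaged over both ages.
Pla2g4a (chromosome 13) had log2 fold changes of 1.51 (standard error 0.48, adjusted p = 0.129) and 1.49 (standard error 0.48, adjusted p = 0.526) in the same edgeR test. The average was 1.50 (standard error 0.34, adjusted p = 0.0378, or 0.036 with the replicate block; 0.000584 to 0.112 over the alternatives), and 5 of the 6 rats were higher. Pla2g4e (chromosome 3) was lower in all 6 rats, with a difference of only -0.044 on the log2(CPM + 0.5) scale in 22-month replicate 2. Its log2 fold change was -0.80 at 13 months (adjusted p = 0.117, or 0.0373 over the 67 enzymes alone) and -0.32 at 22 months (adjusted p = 0.778). The average was -0.56 (adjusted p = 0.04). Over all genes this call was lost in 9 of the 12 fits with 1 sample left out. Pla2g4b, Pla2g4d and Pla2g4f had adjusted p-values of 0.666, 0.469 and 0.372 averaged over both ages, and Pla2g4cl1 had 3 reads in all.

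**Figure D3:**
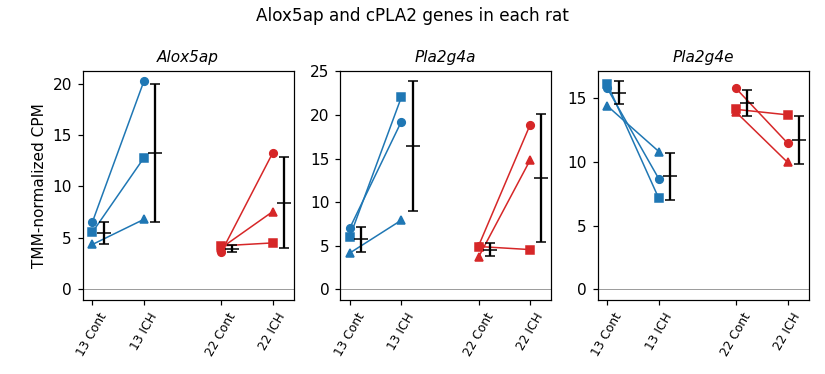
TMM-normalized CPM of Alox5ap, Pla2g4a and Pla2g4e in the contralateral (Cont) and ICH hemisphere at 13 and 22 months. Lines join samples with the same replicate number (circle 1, square 2, triangle 3), and black bars give the mean and SD of 3 samples. Pla2g4e was lower on the ICH side in all 6 rats, in 22-month replicate 2 with a log2(CPM + 0.5) difference of only -0.044.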

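The soluble epoxide hydrolase is encoded by Ephx2 (chromosome 15). It was at 24.3 ± 7.11 CPM (SD, n = 3) in the contralateral and 23.6 ± 2.74 in the ICH hemisphere at 13 months, and at 22.8 ± 2.34 and 22.2 ± 1.68 at 22 months. The log2 fold change was -0.04 at both ages (standard error 0.19, adjusted p = 0.928 and 0.979 from edgeR's quasi-likelihood test). Values were higher in the ICH hemisphere of 3 rats and lower in 3 (exact sign-flip test, two-sided p = 0.9062). With 1 sample left out in turn the 13-month value lay between -0.19 and 0.23.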

**FIGURE 4:**
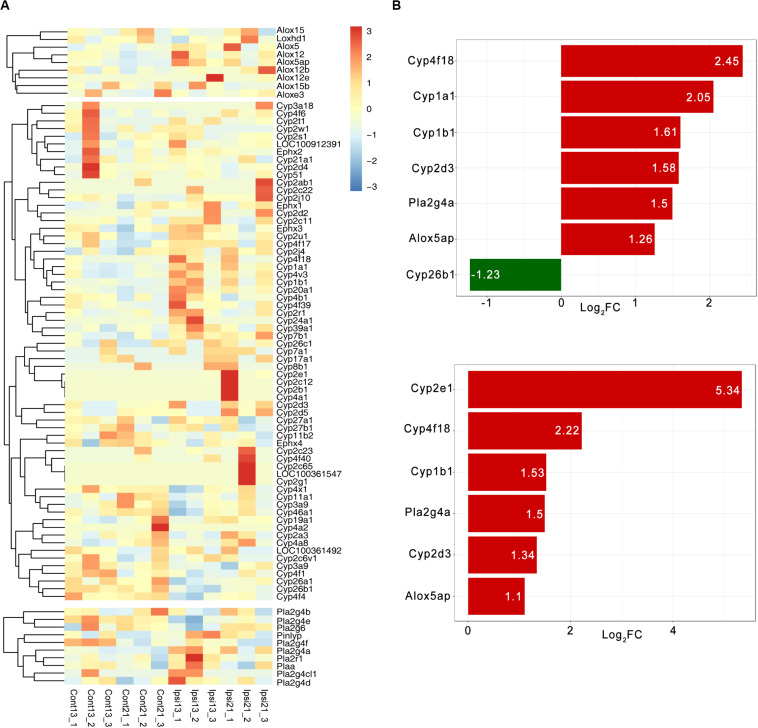
The expression pattern of oxylipins relative enzymes in ICH. **(A)** The hierarchical cluster of the heat map shows the expression of oxylipins related enzymes in ICH (*n* = 3); **(B)** Differential expression of oxylipins related enzymes in 13-month-old ICH rats **(top panel)** and 22-month-old ICH rats **(bottom panel)** (vs contralateral hemisphere, *p* < 0.01 and Log_2_FC > 1, *n* = 3).

## Discussion

This study provides foundational data concerning on the alterations of oxylipins profile in ICH by quantitative LC/MS. Fifty-eight oxylipins were quantifiable in the study and nearly half of oxylipins were derived from AA in either the sham or ICH group, which was similar with the feature of cerebral oxylipins (Ferdouse et al., 2019). Different to other research, EPA derived oxylipins comprised 13.8% of the profile of cerebral oxylipins, which was a slightly larger proportion than that accounted for by DHA-derived oxylipins. The disparity might be caused by the differences in databases where some DHA derived oxylipins were missed during LC/MS analysis. Hitherto, there is still no standard oxylipins database being published and the biggest database about cerebral oxylipins was constructed by *Harold M. Aukema*, which gauged 87 oxylipins in the brain (Ferdouse et al., 2019). Given that most of the content of oxylipins are extremely low in the tissues, methods with higher accuracy and sensitivity are urgently needed.

OPLS-DA analysis showed that 17 out of 58 oxylipins were significantly increased and none were decreased in ICH. Among the quantifiable oxylipins from EPA and AA in the brain, 4/8 and 10/28 were increased in ICH, respectively, which was higher than other clusters of oxylipins. In this respect, the metabolism of EPA and AA was mostly affected in ICH. However, it is interesting to note that the brain maintains very low levels of EPA but contains high levels of DHA (Chen et al., 2013). Besides, masses of oxylipins are quickly produced and peaked after the first day of ICH. These up-regulated oxylipins return to normal rapidly except for 12-HEPE and 18-HEPE, while the five oxylipins that increased 3 days following ICH indicate that the profile of oxylipins shifted with the progression of ICH. Interestingly, the regular pattern of oxylipins corresponded with the lysis of RBCs in hematoma. The lysis of RBCs relies on the phagocytosis of microglia/macrophages in parenchyma and compared to 1 day after ICH, most of the RBCs in hematoma are absorbed as the activation and infiltration of microglia/macrophages occurs 3–7 days following ICH (Fang et al., 2014; Zhao et al., 2015; Wang et al., 2017, 2018) 2018). Therefore, the lysis of RBCs may cause more dramatic effects on the production of oxylipins with the progression of ICH until the hematoma is completely absorbed. For these reasons, we infer that the phospholipids from RBCs of hematoma are another source for the production of oxylipins in the acute phase of ICH, especially those derived from EPA. To further prove this hypothesis, it is nececessary to compare the increase in brain lipids to the fatty acid and oxylipin levels in blood, and metabolic flux isotope analysis is warranted in the future.

The functions of oxylipins involve many aspects of body homeostasis including innate immunity, inflammation, cardiac function, blood coagulation, and vascular tone regulation (Nayeem, 2018). Compared to oxylipins derived from n–3 PUFAs (DHA, EPA), those derived from n–6 PUFAs (AA, LA) generally, but not always, exhibit pro-inflammatory, vasoconstrictive, and proliferative effects (Gabbs et al., 2015). In the acute phase of ICH, the increased production of LTE4, PGJ2, 5-oxo-ETE, and 15-oxo-ETE derived from AA may exhibit vasoconstrictive, pro-apoptotic, pro-inflammatory, and chemoattractant effects which are inclined to aggregate the damage of ICH, while 5,6-DiHETrE, 12-HETE, and EETs show opposing effects such as vasodilative, anti-apoptotic, or anti-inflammatory activities (Sudhahar et al., 2010; Bennett and Gilroy, 2016; Figueiredo-Pereira et al., 2016; Shearer and Walker, 2018; Rahman et al., 2019; Wójcik et al., 2020). Of note, these oxylipins of AA change with the progression of ICH and the destructive oxylipins appear to peak 3 days after ICH when the protective oxylipins of AA have descended suggesting that AA-derived oxylipins tend to cause damage with the development of ICH. Studies show that HEPE tends to present anti-inflammatory effects and 12-HEPE can improve glucose metabolism by promoting glucose uptake through the insulin-like intracellular signaling pathway (Leiria et al., 2019). 18-HEPE, the precursor of the E-series specialized pro-resolving mediators, is another inhibitor of inflammation, and can halt the development of maladaptive cardiac remodeling and atherosclerosis (Endo et al., 2014; Liu et al., 2018). 16,17-EpDPE derived from DHA is a vasodilator which regulates the calcium-potassium (BK) channel in arterial smooth muscle cells and correlates with the decrease of white matter hyperintensity in older populations with a high risk of dementia (Wang et al., 2011; Shinto et al., 2020). These properties of EPA- and DHA-derived oxylipins suggest that they are potential defenders in ICH. However, direct evidence is urgently needed to explore the functions of up-regulated oxylipins in ICH.

There is still no research providing full information on the expression pattern of oxylipin relative enzymes in ICH, thus transcriptome studies related to ICH such as RNA-seq and microarray can be an alternative source. Nevertheless, only a few studies contain such information and the profiles of oxylipins relative enzymes in each study are different (Carmichael et al., 2008; Rosell et al., 2011; Sang et al., 2017; Walsh et al., 2019). Some researchers have also used peripheral blood mononuclear cells as a source of mRNA for gene expression profile analysis instead of perihematomal tissues, but these studies do provide important clues on the change in oxylipin relative enzymes in ICH (Sang et al., 2017; Walsh et al., 2019). Substantial peripheral inflammatory cells will infiltrate into the brain through the breakdown of the blood–brain barrier (BBB) and are involved in the ICH-induced inflammatory response (Xiong and Yang, 2015). These inflammatory cells that are full of oxylipin relative enzymes are involved in the lysis of RBCs and thus may be closely linked to the change of oxylipins in ICH. Consistent with our results, ALOX5AP is found to increase in the acute phase of ICH (Rosell et al., 2011; Walsh et al., 2019). Besides, there are two studies, whose samples are taken during 3h and 24h after the onset of ICH, showing that ALOX5AP and Cyp1b1 is significant increased in this very early stage of ICH (Carmichael et al., 2008; Sang et al., 2017). This may hint that the up-regulation of ALOX5AP and Cyp1b1 can sustain through the acute phase of ICH.

ALOX5AP is associated with the development of ICH, but the effect of ALOX5AP on ICH is as yet undiscovered (Kim et al., 2011). ALOX5AP is closely linked with ALOX5 and they are both required for leukotriene synthesis. Their metabolites include LTE4 and 5-oxo-ETE which exhibits pro-apoptotic or pro-inflammatory effects and targeting ALOX5 can effectively reduce ferroptosis and improve outcomes following ICH, which makes us wondering if ALOX5AP could regulate the damage of ICH (Postula et al., 2016; Karuppagounder et al., 2018). Other detected enzymes may also be linked to the over production of oxylipins in ICH. For example, Cyp2 is inclined to participate in DHA metabolism and may be responsible for the production of 16,17-EpDPE (Wang et al., 2011). Cyp4 is the putative metabolic enzyme of 18-HEPE and ALOX12, up-regulated in the early stage of ICH, is responsible for 12-HEPE production (Kalsotra et al., 2004). However, there remain many oxylipins, such as 5,6-DiHETrE that are not directily linked with given enzymes, so future studies are needed to verify the relationship between metabolite enzymes and oxylipins. An important limitation of the RNA-seq data is the mismatch between the model used for oxylipins and the RNA-seq. The 13-month and 22-month-old SD rats were selected because age is an independent risk factor for ICH and most ICH happens in older populations. The 13-month and 22-month-old rats may better reflect the real situation of ICH but create certain biases in understanding of the relationship between oxylipins and their relative enzymes.

Despite these limitations, this is the first study to have comprehensively assessed the changes of oxylipins and their relative enzymes in ICH. The profile of oxylipins shifted with the progression of ICH and the metabolism of AA and EPA was highly affected in ICH. A few specific oxylipins have been discovered in ICH, which are worth exploring in future studies to identify the functions and regulatory mechanisms and to determine whether these oxylipins can be potential targets for the treatment of ICH.

## Data Availability Statement

The RNA-seq dataset was uploaded at Gene Expression Omnibus (GEO) with accession number GSE149317.

## Ethics Statement

The animal study was reviewed and approved by Animal Ethics Committee of the Army Medical University.

## Author Contributions

J-JY and Q-WY conceptualized this study and designed the experiments. J-JY, QC, QZ, and J-CH established the ICH models. J-JY, G-QY, C-XG, and Z-MQ performed the oxylipins quantification and data analysis. W-JZ, H-FS, QH, and RX analyzed and interpreted the results of the RNA-seq experiments. QX and X-YX drafted the manuscript. Q-WY supervised the study. All authors approved the final version of the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

AA: arachidonic acid
AD: Alzheimer’s disease
ALA: α-linolenic acid
ALOX5AP: arachidonate 5-lipoxygenase activating protein
COX: cyclooxygenase
cPLA2: cytosolic phospholipase A2
CYP: cytochrome P450
DEGs: differentially expressed genes
DGLA: dihomo- γ-linolenic acid
DHA: docosahexaenoic acid
DiHETrE: dihydroxyeicosatrienoic acid
EET: epoxy-eicosatrienoic acids
EPA: eicosapentaenoic acid
EpDPE: epoxy-docosapentaenoic acid
EpOME: epoxy-octadecenoic acid
HEPE: hydroxyleicosapentaenoic acid
HETE: hydroxy-eicosatetraenoic acid
ICH: intracerebral hemorrhage
KEGG: Kyoto Encyclopedia of Genes and Genomes
LA: linoleic acid
LC/MS: liquid chromatography tandem mass spectrometry
LOX: lipoxygenase
OPLS-DA: orthogonal projections to latent structures
oxo-ETE: oxo-eicosatetraenoic acid
oxoODE: oxo-octadecadienoic acid
PCA: principal component analysis
PUFAs: polyunsaturated fatty acids
RNA-seq: RNA sequencing
sEH: soluble epoxide hydrolase
VIP: variable importance in projection.

# Supplementary material for: Quantitative Profiling of Oxylipins in Acute Experimental Intracerebral Hemorrhage
**Source:** Front Neurosci. 2020 Sep 23;14:777. doi: 10.3389/fnins.2020.00777
**Supplement:** Supplementary file 2

**Supplementary Table S1** The content of oxylipins in the acute phase of ICH.

Data present mean ± SD

VIP values were calculated by an OPLS-DA model using the metaboanalyst software.

P values were calculated by Mann-Whitney test, compared to the sham group.

How the deposited data were processed for this re-analysis (not part of the article)

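RNA-seq was measured in 12 brain samples, 3 from the contralateral and 3 from the ICH hemisphere at each of 2 ages, 3 days after ICH. The authors removed adaptors, low-quality bases, short reads and reads with ambiguous bases with Cutadapt, aligned the reads with TopHat2 to the Ensembl rat genome, and discarded reads with more than one location. The authors deposited counts of uniquely located reads for 24102 gene identifiers, without normalization, and FPKM values for 24099 identifiers, which divide the reads by gene length and library size. The counting tool and its use of strand are not named in the paper's text. Both tables also hold 4 columns each, 8 in all, named like the samples but with replicate number 4. They match none of the described samples and were not used here, so all results rest on 3 samples per group. The LC/MS measurements of oxylipins were not analysed here. No coordinates are given, and chromosomes are those of the deposited table.
Read counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with at least 10 reads summed over the 12 samples were kept, libraries were scaled by TMM, and one model with 4 group means was fitted by glmQLFit with a prior count of 0.125. Contrasts were the ICH effect at each age, its average, its difference between ages, and the difference between ages in the contralateral hemisphere. P-values came from glmQLFTest with Benjamini-Hochberg adjustment at 0.05. The paper's threshold was applied beside it. Standard errors were derived from the log2 fold change and the F statistic. Single genes were also compared on log2(CPM + 0.5) by exact two-sided permutation tests of 3 against 3 samples, which cannot go below p = 0.1, and by exact sign-flip tests of the 6 within-rat differences. Replicate numbers were taken from the sample labels, which name no animals. Samples of the same age and number were assumed to come from the same rat. Python 3.11.15 with SciPy 1.17.1 and matplotlib 3.10.9 was used for these tests and the plots.
Total reads per sample ranged from 21060355 to 41262330. Near the floor of 3 reads no fold change can be measured. On simulated data with 200 genes changed by a log2 fold change of 1.5, among 18857 genes, the main test recovered 72.5% at 13 months, 75.5% at 22 months and 89% on average over ages, and 6.5%, 6.2% and 3.8% of its calls were false. DESeq2 1.42.0 recovered 84.5%, 85.5% and 94.5%, with 23.9%, 17.4% and 14.1% false calls. The simulated changes fell only on genes above a read limit and were equal in every ICH sample. Genes were drawn independently of each other. The real rats differed in the size of their response, so these rates need not hold for the real data or for genes with few reads.
The enzymes are the genes named in the heat map of Figure 4A and the 2 COX genes. Genes named in the text were set by a rule written before the data were examined: the enzymes the paper names, COX, Alox5, Alox12, the Pla2g4 genes, other enzymes past the paper's threshold, the 5 largest increases and 5 largest decreases of the average effect among genes with an adjusted p under 0.05, the same direction in 6 rats and a mean of at least 1 CPM, and listed marker genes. Alternatives set before the data were examined were DESeq2 size factors, the DESeq2 test, edgeR's filterByExpr, no filter, the replicate number as a block, a prior count of 2, limma 3.58.1 on log2(FPKM + 1) and log2(FPKM + 0.1), only the 6 samples compared, the classic edgeR exact test, and each sample left out in turn.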

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

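The tests of unrelated genes in one library, of choroid plexus markers and of chromosome 20 were chosen only after the results were seen. Of 69 comparisons of single samples with the rest of their group, 6 stood out, where chance gives about 3.45.
Cyp2e1 in 22-month ICH replicate 1 stood far from the other ICH samples, at 1.141 on the log2(CPM + 0.5) scale, and its within-rat difference of 2.141 stood far from those of the other rats. It had 47 reads there and 9 in the other 11 samples. Carry-over of liver RNA was tested with 10 other liver markers, of which 1 (Fgb, with 48 reads) was highest in that library, so liver RNA is not a good account. A candidate explanation is spurious reads in that library. It held 41 genes with at least 20 reads and at least 90% of all their reads in it, against at most 2 in any other library. These lie on 13 chromosomes, include 5 olfactory receptor genes, and have a median of 50 reads. Cyp2e1, with 83.9% of its reads in that library, falls just outside this set. A response to ICH in that one rat was not tested, and the Cyp2e1 increase cannot be told apart from spurious reads.
Choroid plexus markers rose in the ICH hemisphere in 5 of 6 rats, and the difference of -1.312 (log2) in 22-month replicate 2 stood far from the others. All 7 markers had a higher mean in the ICH samples. More choroid plexus in the ICH tissue block may account for this, and a change of these genes within the tissue cannot be told apart from it. The mean difference was 1.94 (SD 1.72, n = 6 rats, exact sign-flip test, two-sided p = 0.0625).
Total reads stood out in 22-month replicate 2. The contralateral library held 41262330 reads, the ICH library 23814430, and their difference was -17447900. Library size is removed by TMM scaling, and no biological explanation applies.
Averaged over both ages, 1030 genes outside the enzymes had an adjusted p under 0.05 (edgeR's quasi-likelihood test). Of the 32 ways to exchange hemispheres within rats, 1, the real one, gave as many genes as the 1036 found in all. The next, with 22-month replicate 2 exchanged, gave 498. At the paper's threshold, compared only after the results were seen, exchanging 22-month replicate 2 gave 1100 genes against the real 1095. Of the genes with an adjusted p under 0.05 and a mean of at least 1 CPM, 707 had the same direction in 6 rats. The largest increases among these were Cxcl3, Lcn2, Mcemp1, Fcrl2 and Pmch. Lcn2 was at 5.76 (standard error 0.93, adjusted p under 0.05) and Fcrl2 at 5.31 (standard error 1.02, adjusted p under 0.05), each higher in 6 of 6 rats. Pmch was at 5.21 (standard error 1.30, adjusted p = 0.0441), also higher in 6 of 6 rats. It had 2111 reads in 13-month ICH replicate 2 and 1795 in 22-month ICH replicate 1, against 20 to 127 in the other ICH samples. In 22-month replicates 2 and 3 it differed by only 0.225 and 0.265 on the log2(CPM + 0.5) scale. Cxcl3 had at most 2 reads in each contralateral sample and between 1 and 143 in ICH. Mcemp1 had 2 reads on each side of 22-month replicate 2. The direction of Cxcl3 and Mcemp1 is therefore not measured in every rat. The largest decreases were Pappa2 at -1.08 (adjusted p = 0.0464), Cyp26b1, AABR07044959.1 at -0.90 (adjusted p = 0.0384), Cabp1 at -0.86 (adjusted p = 0.0418) and Tmem151b at -0.78 (adjusted p = 0.0368). At single ages the 4 such exchanges cannot give a share under 0.25. All 4 gave 0 genes with an adjusted p under 0.05 at 13 months (4010 at an unadjusted p under 0.05) and all 4 at 22 months (1396).
In the contralateral hemisphere, 7 genes differed between ages at an adjusted p under 0.05 (edgeR's quasi-likelihood test). Of the 10 splits of the 6 rats, 1, the real one, gave as many, which is the smallest share 3 against 3 rats allow. A strain or donor variant may be the source. Of the 7 genes, 5 lie on chromosome 20 (RT1-CE16, RT1-N2, Rps2-ps2, RT1-A3 and RGD1562652), where 550 of the 19061 genes tested lie (Fisher's exact test, one-sided p = 3.93e-07). The others are AABR07006894.1 and Krt71. RT1 genes are the rat's major histocompatibility genes. RT1-A3 had between 49 and 403 reads in the 13-month samples and 0 in every 22-month sample. Age and stock of rats could not be told apart. All 10 splits gave 0 genes for the difference in ICH effect between ages (299 at an unadjusted p under 0.05).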

How the results depend on the processing

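Alternatives are those set before the data were examined, except for leaving out mitochondrial genes and the exact test with one common dispersion, which were chosen after seeing the data. Scaling by DESeq2 size factors and leaving out mitochondrial genes kept every count of genes and enzymes within 1.5 times.
With DESeq2, the genes with an adjusted p under 0.05 were 1485 at 13 months, 186 at 22 months, 2479 averaged over ages and 38 between ages in the contralateral hemisphere, 585 genes passed the paper's threshold at 22 months, and 5 and 3 enzymes passed it at 13 and 22 months. The classic edgeR exact test gave 916, 250 and 53 genes with an adjusted p under 0.05 at 13 months, at 22 months and between ages, 665 genes past the paper's threshold at 22 months, and 4 and 3 enzymes. With one common dispersion it gave 1713, 1126 and 381 genes with an adjusted p under 0.05, 1942 and 1295 past the paper's threshold, and 8 and 9 enzymes. In simulated data, 30% of the calls of the classic exact test at 13 months and 19.4% at 22 months were false. These data had an equal change in every ICH sample, so the shares need not hold for the real data.
With limma on log2(FPKM + 1), 0 genes had an adjusted p under 0.05 averaged over ages (4414 at an unadjusted p under 0.05) and 4 between ages, 374 and 23 genes passed the paper's threshold, and 0 enzymes passed it at either age. On log2(FPKM + 0.1) there was 1 gene at 22 months and 1 averaged over ages, 99 genes past the paper's threshold at 22 months, and 1 and 0 enzymes.
Without a filter, 11 genes differed between ages and 2 enzymes passed at 22 months. With filterByExpr, 1 and 0 enzymes passed, and the correlation of the enzyme response between ages was 0.766 against 0.505. With only the 6 samples compared, 4 genes differed between ages and 0 enzymes passed at 22 months. With the replicate block, 0 enzymes passed at 22 months and 3 at 13 months. By adjusted p over all genes, 0 enzymes passed at each age (16 and 7 at an unadjusted p under 0.05), and over the enzymes alone 0 passed at 22 months. At 1 CPM in 3 samples, 44 enzymes were detected against 86.
Across fits that each left out one sample, genes with an adjusted p under 0.05 ranged from 0 to 2049 at 13 months, from 0 to 137 at 22 months, from 0 to 2940 averaged over ages, and between ages from 2 to 4 with a contralateral sample left out and up to 13 with an ICH sample left out. Genes past the paper's threshold ranged from 313 to 1498 at 13 months and from 68 to 855 at 22 months, and enzymes from 1 to 6 and from 0 to 6. The counts were highest without 13-month ICH replicate 3 or 22-month ICH replicate 2. The cause was not tested.
Directions reversed as follows. With single samples left out, Cyp4f18 at 22 months lay between -0.67 and 2.71, Cyp2d3 between -4.24 and 7.73 at 13 months and between -1.45 and 4.53 on average, Cyp2e1 at 13 months between -1.93 and 2.61, Ephx2 between -0.189 and 0.23, -0.099 and 0.046, and -0.115 and 0.095 at 13 months, 22 months and on average, and Ptgs2 between -0.584 and 0.072 at 13 months and between -0.557 and 0.11 at 22 months. Cyp4f18 at 22 months was -0.67 without 22-month ICH replicate 1. Cyp2d3 was -4.24 at 13 months and -1.45 on average without 13-month ICH replicate 1. Cyp2e1 at 13 months was -1.93 without 13-month ICH replicate 3. Ephx2, near 0 throughout, was 0.013, 0.026 and 0.020 with limma on log2(FPKM + 1) and 0.020, 0.029 and 0.025 on log2(FPKM + 0.1) at 13 months, 22 months and on average, and with single samples left out it was 0.23 and 0.05 at 13 months, 0.046 and 0.025 at 22 months and 0.095 and 0.005 on average. Ptgs2 was 0.072 and 0.012 at 13 months and 0.11 at 22 months with single samples left out. Of 738 values of the 13 named enzymes under alternatives, 652 kept direction and side of the paper's threshold, 35 passed it newly, 32 no longer passed and 19 reversed. The 652 include values that passed in neither fit, whatever their size. One is Cyp2d3 at 13 months, at 1.59 in the main fit and 7.73 without 13-month contralateral replicate 1. This count therefore does not show that the fold changes are stable. Cyp2e1 and Cyp1a1 are limited by depth, with at most 47 and 14 reads in a sample.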

Differences from the paper's values

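The paper shows about 7 enzymes changed at 13 months in Fig. 4B, read by eye. Here 2 were found (Cyp26b1 and Pla2g4a) with the same threshold in edgeR's quasi-likelihood test. The paper names edgeR but not the test. Among the alternatives set before the data were examined, DESeq2, with 5, and the fits without 13-month ICH replicate 3, with 6, and without 22-month ICH replicate 2, with 5, came within 1.5 times of the paper's number, and the others did not. At 22 months the paper shows about 6 enzymes in Fig. 4B, read by eye, and 1 was found here (Cyp2e1). Only the fit without 22-month ICH replicate 2, with 6 enzymes, came within 1.5 times. It passed Alox5 and Cyp11a1, which the paper does not show at 22 months, and not the paper's Cyp4f18 and Cyp2d3. The fits that came close at 13 months also passed enzymes the paper does not show. These were Cyp26a1 with DESeq2, Cyp4f4 and Cyp4v3 without 13-month ICH replicate 3, and Cyp39a1 without 22-month ICH replicate 2. The classic edgeR exact test with one common dispersion, chosen after seeing the values, passed 8 enzymes at 13 months, the paper's and Cyp39a1, and 9 at 22 months, the paper's and Cyp4f39, Alox12 and Alox5. At 13 months Cyp1b1 passed with DESeq2, with the classic exact test, and without 13-month ICH replicate 3 or 22-month ICH replicate 2. Alox5ap passed at 13 months in these, and also without a filter, with the replicate block and without 22-month ICH replicate 1, and Cyp1a1 passed without 13-month contralateral replicate 1. At 22 months Cyp1b1 and Pla2g4a passed with DESeq2, with the classic exact test, and without 13-month ICH replicate 3 or 22-month ICH replicate 2. Pla2g4a also passed without a filter, and Alox5ap without 22-month ICH replicate 2. At a single age Cyp4f18 and Cyp2d3 passed only with one common dispersion. Averaged over ages, Cyp2d3 also passed with the replicate block.
The log2 fold changes shown in Fig. 4B, read by eye, lay within 1 standard error of those found here. Both come from the same samples, so this closeness is no independent check of the fold changes. For Cyp2e1 at 22 months only a lower bound can be measured, so its fitted value is no check, and for Cyp4f18 and Cyp2d3, with standard errors of 1.50 to 1.70, the comparison is weak. Under the alternatives, some lay farther away with limma on log2(FPKM + 1) and on log2(FPKM + 0.1), with a prior count of 2, and without 13-month ICH replicate 1 or 3, 13-month contralateral replicate 1, or 22-month ICH replicate 1 or 2; the others did not differ.
The paper gives 90 detected molecules without COX. The genes counted here are those its heat map shows, so a similar number was set beforehand and is no independent check. Without COX, 84 had reads and 65 had at least 10 reads, or 86 and 67 with COX, within 1.5 times; at 1 CPM in 3 samples there were 42, or 44 with COX, which is not.
The paper states that COX was not quantifiable, whereas Ptgs1 had at least 215 reads and Ptgs2 at least 409 in each sample here. The paper states that CYP was the most affected class; here 1 of 44 CYP and 1 of 23 other genes passed its threshold at 13 months and 1 of 44 and 0 of 23 at 22 months, and 3 of the 6 enzymes with an adjusted p under 0.05 averaged over ages are CYP genes, counts too small to rank the classes. The paper states that Cyp2e1 rose mainly in the older and Cyp1a1 mainly in the younger rats and that Cyp26b1 fell more in the younger; the fold changes here lay in these directions, and the interaction adjusted p was 1 for each (edgeR's quasi-likelihood test).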

Other observations

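The tests of switched genes, of striatal markers between ages and of exchanged hemispheres for the paper's threshold were chosen only after the results were seen.
RNA from leukocytes and microglia in the ICH tissue may account for the increased enzymes. The 10 myeloid markers rose by 1.98 (log2, SD 0.998, n = 6 rats), higher in 6 of 6 rats. Relative to these markers, 0 of the 4 genes Alox5ap, Cyp4f18, Cyp1b1 and Pla2g4a rose. Their differences relative to the markers were -0.98, -1.24, -0.74 and -0.71, and each was lower in 6 of 6 rats (exact two-sided sign-flip test, at the smallest p that 6 rats allow). For Cyp4f18 this says little, since the 0.5 CPM added before taking logarithms exceeds its contralateral means and shrinks its increase; its fitted average log2 fold change of 2.30 lies above the rise of the markers. A lower ratio does not show that these genes are unchanged within each cell type, and up-regulation cannot be told apart from a change in cell composition. Across the 6 rats, the Alox5ap difference followed the myeloid difference with r = 0.904 (exact permutation p = 0.00972, 0.0382 adjusted over 5 relations) and rho = 0.943 (exact permutation p = 0.0167, adjusted 0.0555). Without the 2 rats farthest from the median, r was 0.563. The other relations were mixed. Pla2g4a had r = 0.949 (exact permutation p = 0.0153, adjusted 0.0382) but rho = 0.657 (exact permutation p = 0.175, adjusted 0.219), and r = 0.352 without the 2 farthest rats. Cyp1b1 had r = 0.856 (exact permutation p = 0.0292, adjusted 0.0487), rho = 0.886 (exact permutation p = 0.0333, adjusted 0.0555) and r = 0.774 without the 2 farthest. Cyp4f18 had r = 0.784 (exact permutation p = 0.0528, adjusted 0.066), rho = 0.886 and r = 0.668, and Cyp26b1 r = -0.566 (exact permutation p = 0.251), rho = -0.143 and r = 0.491.
Cyp26b1 minus the striatal neuron markers changed by -0.681 (log2), lower in 5 of 6 rats (exact sign-flip test, two-sided p = 0.0625). The markers changed by -0.294 (SD 0.397, n = 6 rats) and Cyp26b1 by -0.974 (SD 0.508). Between ages in the contralateral hemisphere the markers differed by 1.64 (log2), but Cyp26b1 by only 0.08 (standard error 0.255). Cyp26b1 therefore need not follow these markers, and the comparison cannot decide whether fewer neurons account for the mean fall. In 22-month replicate 1 the markers fell more (-0.903) than Cyp26b1 (-0.734). A contribution of fewer striatal neurons could not be excluded.
The ICH response was weakest in 13-month replicate 3 and 22-month replicate 2. Exchanged hemispheres are unlikely, since the ICH response markers were higher in the ICH sample of 6 of 6 rats.
Cyp2d3 was near 0 in both hemispheres of 13-month replicates 2 and 3, and Cyp2d5 had 0 reads in those 4 samples. A strain or donor variant is a candidate explanation. Among 123 genes with an on or off pattern, 11 had the same state in both hemispheres of all rats under the replicate numbers, the most of 36 pairings, with 10 under the next. The margin is small.
Striatal neuron markers were higher at 22 months, by 1.64 (log2) in the contralateral and by 1.59 in the ICH hemisphere (exact permutation test, two-sided p = 0.1, the smallest possible). Tissue from a different brain area cannot be told apart from an effect of age.
In Figure 4A several CYP genes and Ephx2 were highest in 13-month contralateral replicate 2. Composition of that library may contribute. Its TMM factor of 1.1081 was the most extreme of the 12 libraries, and 0.789% of its reads were mitochondrial, against 7.06% to 12.6% elsewhere. Of the 67 enzymes, 16 were highest in it by FPKM, the most of the 12 libraries, and 10 after TMM. After TMM 13-month ICH replicate 1 held 13, so this library no longer held the most. Whether the 10 are an excess was not tested.
Cyp2g1 and Cyp2c65, with 3 and 2 reads, appeared only in one 22-month ICH sample; Cyp2c23 had 10 reads in 3 samples and is not confined to it. Of 4 other markers of olfactory mucosa or gut with at least 10 reads, 0 were highest there. Since the pattern is only 3 and 2 reads, this cannot exclude a trace of RNA from those tissues. No biological explanation was tested.
Exchanging hemispheres within rats at a single age allows 4 splits, which cannot give a share under 0.25. As many genes past the paper's threshold came from 1 of 4 at 13 months and 1 of 4 at 22 months, the real split in both. As many enzymes came from 1 of 4 at 13 months and 2 of 4 at 22 months. Averaged over both ages, exchanging 22-month replicate 2 gave 1100 genes and 4 enzymes past it, against 1095 and 4 for the real split.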
